A study of Mus musculus with 199 samples. Its data were reported in "Multiplex-GAM: genome-wide identification of chromatin contacts yields insights overlooked by Hi-C" (2023).

How the data were processed

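The samples were whole genome amplified DNA from 46C mouse embryonic stem cells. In genome architecture mapping (GAM), thin cryosections through frozen cells are cut, single nuclear profiles (the slice of a nucleus that a section contains) are isolated with a laser, and their DNA is amplified and sequenced. How often a pair of loci falls in the same slice serves as a measure of their proximity. In the multiplex form used here, sections were 220 nm thick and 4 profiles (4NP) were placed in each collection cap. Each cap gave 1 library. The number of nuclei among the profiles of a cap is not recorded in the calls. Per the labels, DNA was amplified with the Sigma WGA4 kit and libraries were made with the Nextera kit.

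The deposited table held 1 column per library and 1 row per 40 kb window of the mouse genome. According to the paper's methods, the authors aligned reads to the mm9 assembly with Bowtie2, removed PCR duplicates with Samtools and called a window positive with GAMtools at a fixed threshold of 4 reads. The deposited values were therefore calls, 1 for a positive window and 0 for any other. The calls give no sequencing depth and read totals were not used here, so a library with few calls can be one with little DNA or one with few reads. The table held libraries that failed the authors' quality control. The criteria of that control and the libraries that passed it are not analysed here. Every comparison is therefore conditional on failure, and a group with few libraries can be one from which many libraries passed.

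The end of the last window of each of chromosomes 1 to 19, X, Y and the mitochondrial genome equalled the length of that sequence in the NCBIM37 (mm9) assembly. Gene annotation of single windows was taken from GENCODE M1, which uses the same assembly. Of the 68162 rows, 65983 lay on chromosomes 1 to 19 and X and were used for the main measures. The other 2179 rows were 3.20% of the table. All 199 columns matched 1 sample each by the well name in its label.

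Groups followed the sample titles, which gave 35 groups in 11 experiments, 11 of the groups with a single library. There were 186 libraries of 4NP caps, 11 water controls and 2 controls with 5 ng of human genomic DNA. In the SYBR Gold test, titles and protocols disagreed: the libraries titled unstained carried the staining protocol and those titled stained did not. Titles were followed. The titles of the proteinase K titration give volumes that the protocols scale down in the same proportion in the lysis mix, and the titled volumes are used here. The experiment titled as a test of cresyl violet held libraries titled crystal violet, whose protocol also named crystal violet, and that name is used here. Replicate numbers only name libraries.

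Genome coverage was the percent of the 65983 windows called positive in a library. The neighbour share was the percent of called windows with a called window directly beside them on the same chromosome. The neighbour excess was this share minus the share that calls scattered at random would give at the library's coverage, in percentage points. Linkage between windows was the normalized linkage disequilibrium (D′) of the calls over the libraries of a group, averaged over window pairs at a given distance, minus the average over 200000 random pairs of windows on different chromosomes. Windows called in at least 2 libraries of the group entered, and groups of at least 15 libraries were used. The X to autosome ratio was the share of X windows called over the share of autosomal windows called, summed over a group. Errors of these last measures were jackknife standard errors (SE) from leaving out 1 library at a time, and a value more than 2 SE from its reference was taken as beyond error. The level of D′ for different-chromosome pairs ran from -0.554 in crystal violet libraries to 0.100 in the full collection, so linkage was not compared between groups. The reason for this range was not tested.

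Groups were compared with a two-sided permutation test of the difference in means, exact where the splits numbered 5000000 or fewer and otherwise with 100000 resamples. The 13 comparisons and both measures gave 26 tests, which were adjusted together by the Benjamini-Hochberg method, and an adjusted p below 0.05 was taken as a call. In 10 of the 13 comparisons no plate column held libraries of both groups, so plate column and group cannot be told apart there. Wilson 95% intervals are given for single libraries and cover counting error only, since neighbouring windows are not independent. The measures were tested on simulated data: scattered calls at 5% coverage in 20 libraries gave a mean neighbour excess of 0.159 percentage points, and 400 simulated comparisons of 7 against 7 libraries with no difference gave p below 0.05 in 5.25% of cases. With a true difference of 2 SD, 90% of 200 simulated comparisons of 7 against 7 gave p below 0.05. Values in these simulated comparisons were normal with equal spread. They do not cover skewed groups of unequal size and spread. Over 40 simulated data sets, the mean jackknife SE of linkage at 40 kb was 0.932 times the SD of the value itself. The SE of the X to autosome ratio was not simulated.

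The alternatives were chosen before the data were examined, except where stated. They were autosomes only, all rows of the table, windows called in no water control, windows called at least once, a rank statistic, a log10 scale with a pseudocount of 0.01%, removal of isolated calls, a wider neighbourhood, chance levels per chromosome, other minimums for linkage, draws of 15 libraries and leaving out single libraries. The error of the draws was changed after its first outcome was seen, from the SD over draws to the mean jackknife SE, because draws share libraries. Chosen after seeing the data were windows called in at most 1 water control and leaving out libraries from groups of more than 5. The windows named were, by a rule fixed beforehand, the 5 called in the most 4NP libraries and the 5 called in the most water controls, with ties broken by position. Their sequence was compared with 1000 random windows by the percent of 25-base words found more than once in the window, and the median of the first 5 with those of 10000 random lists of 5. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.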

Results

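The deposited calls described 199 multiplex-GAM libraries that did not pass quality control, 186 of them from caps labelled as holding 4 nuclear profiles (4NP). They came from 11 experiments: a full collection and tests of stains, freezing, proteinase K, reagent volumes, kit size and PCR cycle number. A 4NP library had a mean of 3054 called windows, with a range from 1 to 17665. Genome coverage over the 186 libraries was 4.63% ± 5.21 (SD), with a median of 2.47%. It was below 1% in 73 of them and above 10% in 33. Among the 11 water controls the median was 0.109% and the range was 0.0530% to 21.4%.

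A pair of water controls had many calls. Replicate 4 of the full collection water controls had 14094 called windows, 21.4% of the genome (Wilson 95% interval 21% to 21.7%). The single unstained water control of the SYBR Gold test had 13860, or 21% (20.7% to 21.3%). In the other 9 water controls coverage was at most 0.476%. In the full collection control 83.6% of called windows had a called neighbour, against 38.2% for scattered calls, and in the SYBR Gold control the share was 75.9% against 37.6%. The ratio of X to autosomal coverage was 0.135 in the first and 1.47 in the second. The phi coefficient, a correlation between the calls of a pair of libraries, was at most 0.143 within an experiment and at most 0.195 over all 19701 pairs, so no pair held near-identical calls. Among windows called in no water control the highest value within an experiment was 0.0707.

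**Figure D1:**
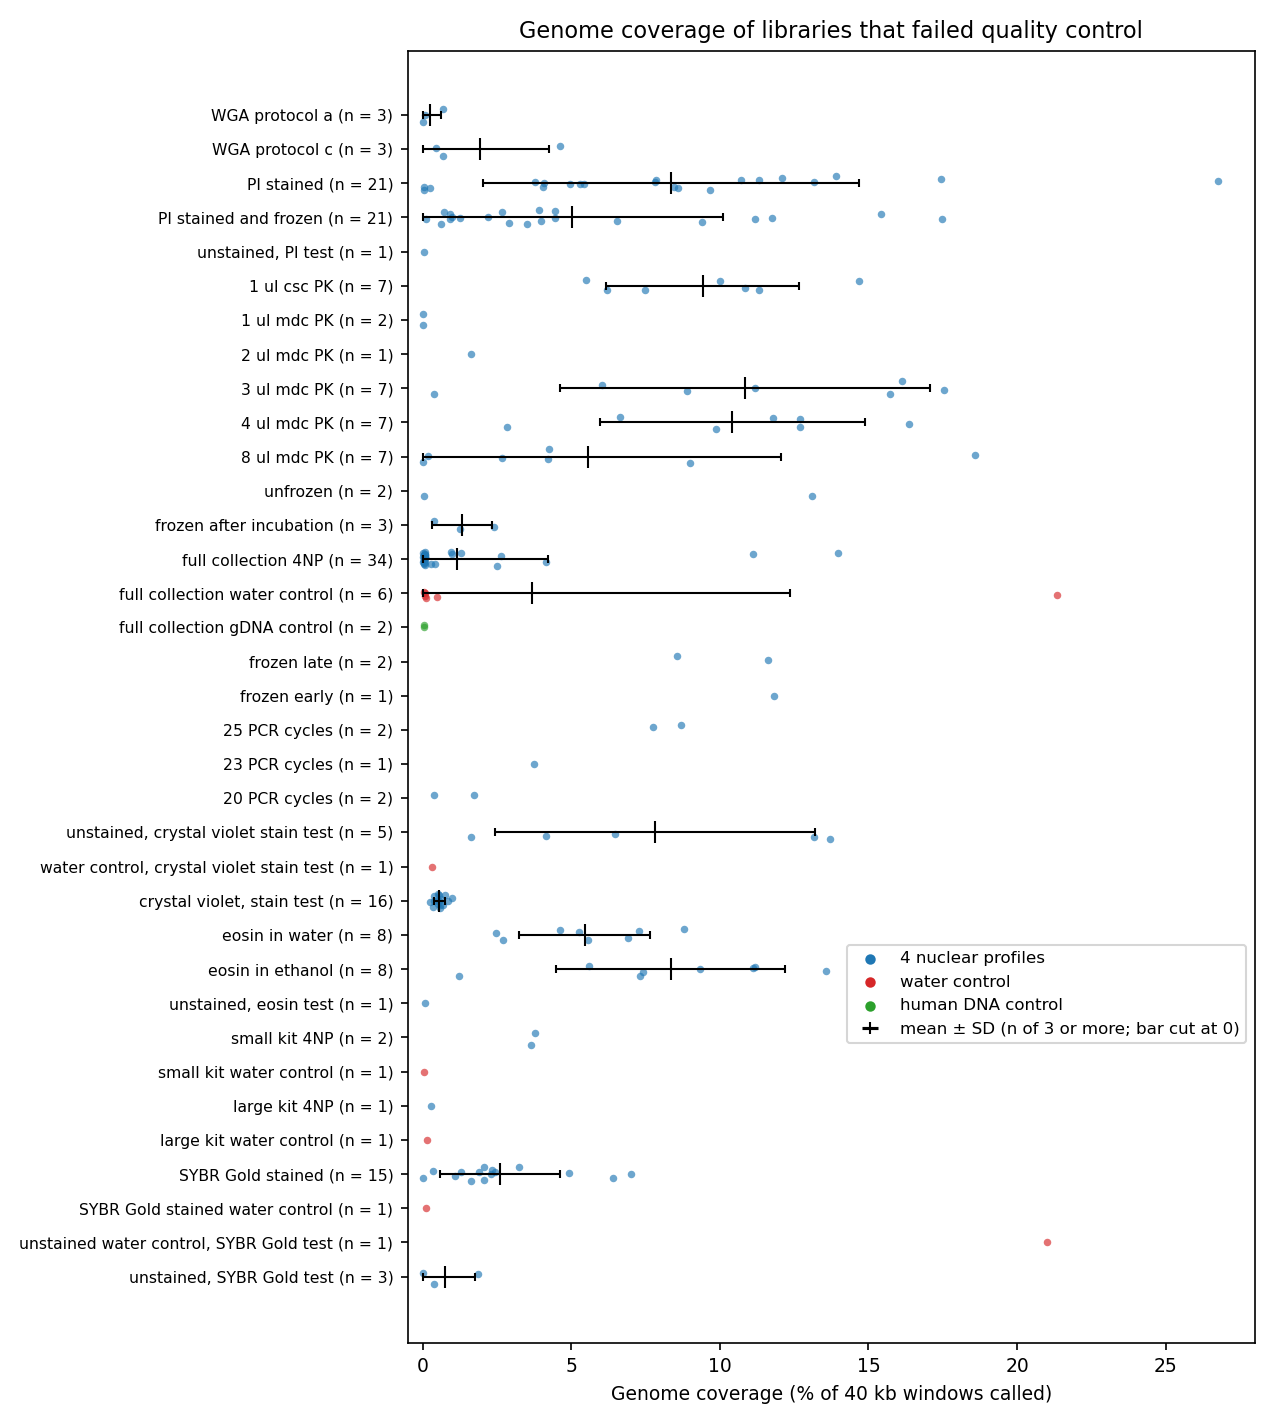
Genome coverage, as the percent of 40 kb windows called, for each of the 199 libraries by group; points are libraries coloured by what the cap held, and black marks give the mean ± SD of groups with 3 or more libraries. Crystal violet libraries lie between 0.242% and 0.978%, below all 5 unstained libraries of that test, and a pair of water controls lie above 20%.

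In the full collection, 4NP libraries were compared with the background measured in water and human DNA controls of the same collection. Coverage was 1.16% ± 3.05 in 4NP libraries (SD, n = 34), with a median of 0.0667%, and 3.69% ± 8.66 in water controls (SD, n = 6). The 4NP mean was 0.773% without replicate 14, and 28 of the 34 libraries lay below 1%. The difference between 4NP and water of -2.53 percentage points did not pass the two-sided exact permutation test (p = 0.126, adjusted p = 0.300), and 4NP libraries were higher in 71 of 204 pairs. Leaving out water control replicate 4 moved it most on the percent scale: the water mean became 0.156% and the difference 1.01 percentage points. The neighbour excess was 7.24 ± 13.9 percentage points in 4NP libraries and 11.5 ± 17.4 in water controls (exact permutation p = 0.557, adjusted p = 0.630), with 4NP libraries higher in 88 of 204 pairs. Without that control the water mean was 4.76 and the difference changed from -4.30 to 2.48 percentage points.

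The human DNA controls of the full collection had coverage of 0.0462% ± 0.00964 (SD, n = 2). The 4NP libraries exceeded them by 1.11 percentage points, or by 0.726 without 4NP replicate 14, and were higher in 54 of 68 pairs (exact permutation p = 0.279, adjusted p = 0.454). Their neighbour excess was higher by 7.33 percentage points and in 43 of 68 pairs (exact permutation p = 0.395, adjusted p = 0.571). The human DNA controls differed from the water controls by -3.64 percentage points in coverage, with 0 of 12 pairs higher (exact permutation p = 0.321, adjusted p = 0.492), and by -0.110 without water control replicate 4. In neighbour excess this difference was -11.6, with 4 of 12 pairs higher (exact permutation p = 0.464, adjusted p = 0.604), and -4.85 without that control. None of these differences exceeded the spread between libraries.

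The stain tests asked which dyes can be used to pick out profiles under the microscope without losing their DNA. In the crystal violet test, coverage was 0.559% ± 0.190 in libraries stained at 1% (SD, n = 16) and 7.82% ± 5.40 in unstained libraries (SD, n = 5). The difference was -7.26 percentage points (two-sided exact permutation p = 4.91e-05, adjusted p = 0.000639), and all 16 stained libraries lay below the lowest unstained one. This p is the smallest that the 20349 splits allow. On the percent scale the coverage difference moved most without unstained replicate 4, to -8.80. The neighbour excess was 3.61 ± 1.21 percentage points with the stain and 54.8 ± 25.1 without it, a difference of -51.2 (exact permutation p = 4.91e-05, adjusted p = 0.000639), again with all 16 below. The water control of this test had a coverage of 0.300% (0.261% to 0.345%) and a neighbour excess of 3.44. Stained and unstained libraries shared 0 plate columns.

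In the SYBR Gold test, coverage was 2.60% ± 2.03 in libraries titled stained (SD, n = 15) and 0.752% ± 0.988 in those titled unstained (SD, n = 3). The exact permutation test did not separate them (difference 1.84 percentage points, p = 0.116, adjusted p = 0.300), and stained libraries were higher in 38 of 45 pairs. Unstained replicate 1 raised its group: without it the unstained mean was 0.192%. Stained libraries had a neighbour excess of 14 ± 9.42 percentage points and unstained libraries one of 17.8 ± 21.6, a difference of -3.77 (exact permutation p = 0.635, adjusted p = 0.688) with stained libraries higher in 24 of 45 pairs. Without unstained replicate 1 the unstained mean was 5.77 and the difference 8.26, and without unstained replicate 3 they were 26.7 and -12.7. Titles and protocols disagreed on which libraries were stained, so the sign of both differences depends on which is right. The water control titled stained had a coverage of 0.0985% (0.0773% to 0.126%).

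Per the labels, eosin was dissolved at 0.5% in water or in 40% ethanol. The paper's methods give other recipes, which differ in dye concentration and acetic acid as well as solvent. The comparison may therefore not be of the solvent alone. Coverage was 8.34% ± 3.86 with ethanol (SD, n = 8) and 5.44% ± 2.20 with water (SD, n = 8), a difference of 2.90 percentage points that did not pass (exact permutation p = 0.0875, adjusted p = 0.284; higher in 51 of 64 pairs). In neighbour excess the groups had 30.4 ± 10.1 and 27.1 ± 11.2 percentage points, higher with ethanol in 39 of 64 pairs (exact permutation p = 0.537, adjusted p = 0.630). This difference of 3.32 was 0.880 without replicate 6 of eosin in water and 6.56 without replicate 8 of eosin in ethanol. A single unstained library of this experiment had a coverage of 0.0773% (0.0588% to 0.102%). It is an unstained library that failed, and any that passed are not analysed here, so it does not measure unstained caps.

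Propidium iodide (PI), a DNA dye used at 10 µg/ml, was applied to libraries with and without overnight freezing after the lysis incubation. Coverage was 8.36% ± 6.32 in stained libraries (SD, n = 21) and 5.02% ± 5.09 in stained and frozen libraries (SD, n = 21). The difference of 3.35 percentage points did not pass the two-sided permutation test (p = 0.0646, adjusted p = 0.264), and unfrozen libraries were higher in 297 of 441 pairs. The neighbour excess was 39.4 ± 18.2 percentage points without freezing and 23.6 ± 12.5 with it. This difference of 15.8 passed (permutation p = 0.00255, adjusted p = 0.0221), and unfrozen libraries were higher in 345 of 441 pairs. It did not pass when a neighbour could be any of the 2 nearest windows on either side (difference 11.2, adjusted p = 0.144). The groups shared 0 plate columns, so column and freezing cannot be told apart. The single library titled unstained had a coverage of 0.0394% (0.0269% to 0.0577%). Unstained libraries that passed quality control would be missing here, so this library gives no level for unstained caps.

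Freezing after the incubation was also tested in 3 frozen against 2 unfrozen libraries, a design whose smallest exact p is 0.1. Coverage was 1.33% ± 1.01 in frozen libraries, or 0.799% without replicate 1, and the unfrozen libraries had 13.1% and 0.0258% (mean 6.57%). The difference of -5.24 percentage points (exact permutation p = 0.5, adjusted p = 0.619) had frozen libraries higher in 3 of 6 pairs. It became 1.30 without the first unfrozen library and -11.8 without the second. The neighbour excess differed by -5.62 percentage points, with frozen libraries higher in 3 of 6 pairs (exact permutation p = 0.8, adjusted p = 0.832), and by 11.9 and -23.1 when the first or the second unfrozen library was left out. In a test of early freezing, late frozen libraries had coverage of 11.6% and 8.54% and the early frozen library had 11.8% (11.6% to 12.1%). No test was run on these few libraries.

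**Figure D2:**
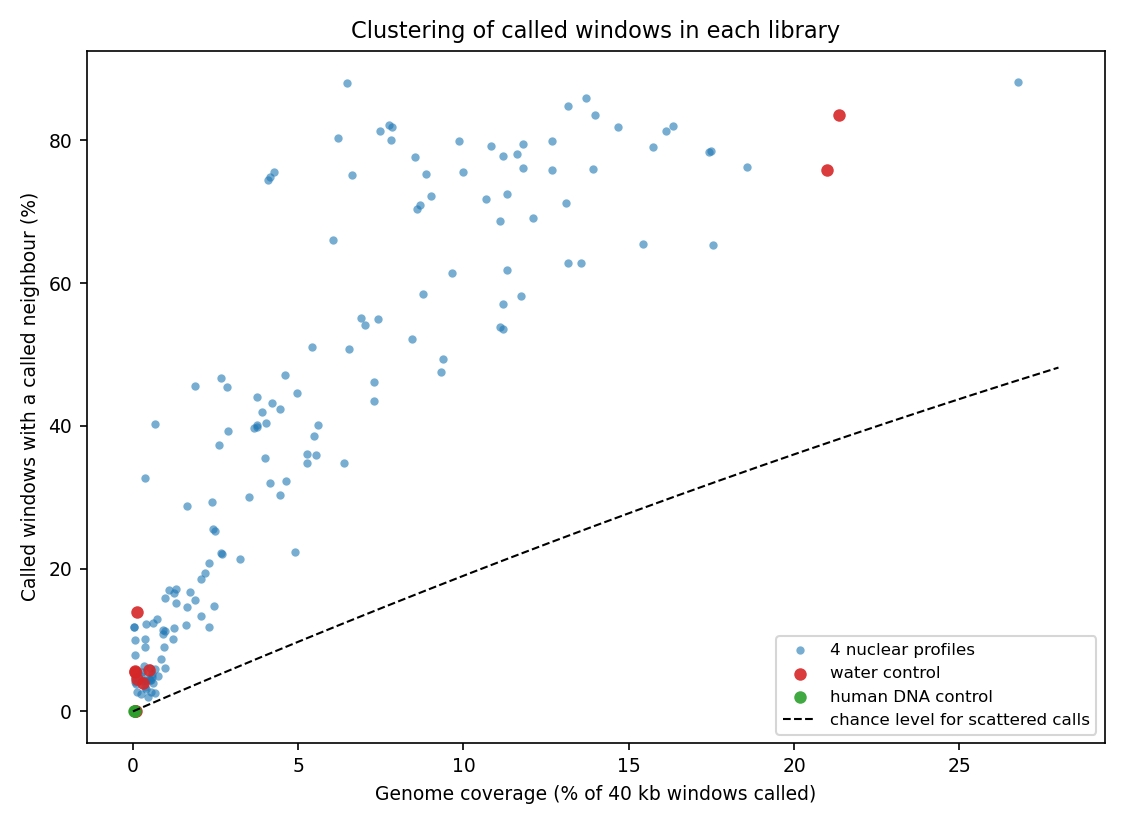
Percent of called windows with a called neighbour against genome coverage for each library; colours give what the cap held, and the dashed line is the level for calls scattered at random. The pair of water controls with 21.4% and 21% coverage lie far above the line, at 83.6% and 75.9%.

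Proteinase K, an enzyme that digests protein, was titrated. Volumes are those of the titles, and the labels do not spell out csc and mdc. At 1 µl, coverage was 9.43% ± 3.25 for csc (SD, n = 7), while the pair of mdc libraries had 0.0152% and 0.00455% (mean 0.00985%). All 14 pairs had the csc library higher, by a mean of 9.42 percentage points, but the exact permutation p of 0.0278 is the smallest that 36 splits allow and its adjusted p was 0.144. The neighbour excess gave the same p and adjusted p, with a difference of 54.9 percentage points and 14 of 14 pairs higher. Only failed libraries are compared, and any mdc libraries that passed are missing here. The difference therefore does not rank csc above mdc. The single library at 2 µl mdc had a coverage of 1.64% (1.54% to 1.74%).

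At larger volumes of mdc, coverage was 10.8% ± 6.23 at 3 µl, 10.4% ± 4.46 at 4 µl and 5.55% ± 6.50 at 8 µl (SD, n = 7 each). The mean at 8 µl was 3.38% without replicate 3. By the exact permutation test, 3 against 4 µl differed by 0.428 percentage points (p = 0.885, adjusted p = 0.885; higher in 25 of 49 pairs). That difference took either sign when a library was left out, from -0.832 without 4 µl replicate 1 to 2.17 without 3 µl replicate 1. The difference of 3 against 8 µl was 5.28 (exact permutation p = 0.147, adjusted p = 0.318; higher in 36 of 49 pairs) and that of 4 against 8 µl was 4.85 (exact permutation p = 0.127, adjusted p = 0.300; higher in 38 of 49 pairs). The neighbour excess was 44.7 ± 18.1, 54.4 ± 7.59 and 35.2 ± 24.7 percentage points at 3, 4 and 8 µl. It differed by -9.74 between 3 and 4 µl (exact permutation p = 0.217, adjusted p = 0.377; higher in 14 of 49 pairs), or by -3.67 without 3 µl replicate 1. Between 3 and 8 µl it differed by 9.45 (exact permutation p = 0.418, adjusted p = 0.572; higher in 31 of 49 pairs), by 3.58 without 8 µl replicate 2 and by 15.5 without 3 µl replicate 1. The difference of 4 against 8 µl was 19.2 (exact permutation p = 0.0711, adjusted p = 0.264; higher in 37 of 49 pairs).

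Amplification was varied in further tests with few libraries. Reagent protocols a and c used 4.32 and 5.35 µl of library preparation mix and 87.84 and 108.9 µl of amplification mix. Coverage was 0.250% ± 0.361 for protocol a and 1.91% ± 2.34 for protocol c (SD, n = 3 each), a difference of -1.66 percentage points with protocol a higher in 1 of 9 pairs (exact permutation p = 0.2, adjusted p = 0.371, smallest possible p 0.1). Without replicate 3 of protocol a its mean was 0.0424%. Without replicate 2 of protocol c its mean was 0.566% and the difference -0.316. The neighbour excess was 0.340 ± 0.739 percentage points for protocol a, or -0.0848 without replicate 3, and 26 ± 21.6 for protocol c. It differed by -25.7, with protocol a higher in 1 of 9 pairs (exact permutation p = 0.2, adjusted p = 0.371). Libraries amplified for 25 cycles had coverage of 8.68% and 7.76%, the library with 23 cycles had 3.75% (3.61% to 3.90%), and those with 20 cycles had 0.361% and 1.72%. Small kit libraries had 3.76% and 3.65% against 0.0546% (0.0394% to 0.0755%) in their water control, and the large kit library had 0.277% (0.240% to 0.320%) against 0.132% (0.107% to 0.163%). No test was run on these few libraries, and a trend over PCR cycle number was not tested either.

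Of the 26 tests, 5 had an unadjusted p below 0.05 and 3 an adjusted p below 0.05: both measures for crystal violet and the neighbour excess for PI with and without freezing.

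Over the 186 4NP libraries, linkage (D′) at 40 kb exceeded that of different-chromosome pairs by 0.747 ± 0.0355 (jackknife SE). The excess was 0.562 ± 0.0266 at 400 kb and 0.272 ± 0.0134 at 4 Mb. The alternative that moved the value at 40 kb most was drawing 15 libraries at random, which gave 0.856. These libraries come from all experiments, so differences in coverage between experiments enter the pooled value. At 40 kb the excess was 0.673 ± 0.106 in the full collection, 0.935 ± 0.0541 in PI stained libraries, 0.754 ± 0.0340 in PI stained and frozen libraries and 0.678 ± 0.0672 in SYBR Gold stained libraries, each more than 2 SE from 0. In crystal violet libraries it was 0.109 ± 0.145, or 0.0202 without replicate 10, not distinguishable from 0, and rested on 34 pairs of windows. It was 0.190 ± 0.0236, beyond 2 SE, when windows called in at least 1 library entered. With the minimum of 2 libraries, none of the 7 distances from 40 kb to 4 Mb gave that group an excess beyond 2 SE.

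**Figure D3:**
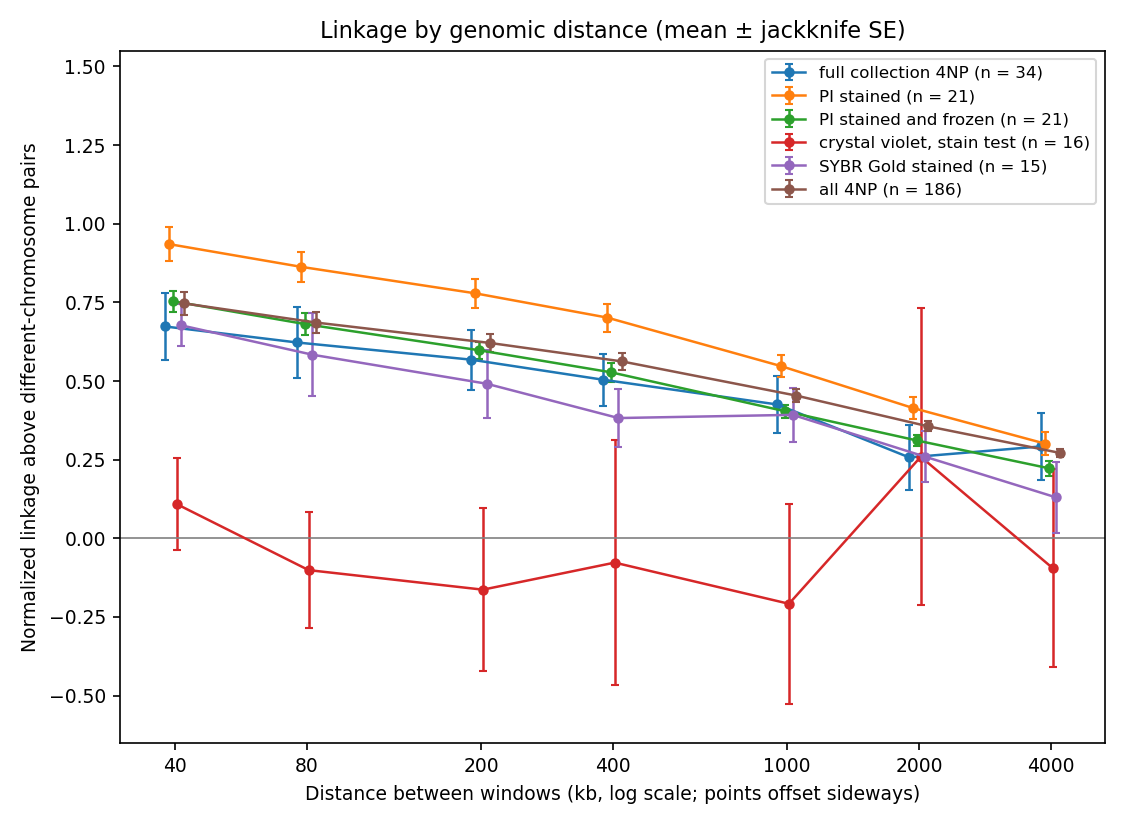
Mean D′ of window pairs minus that of different-chromosome pairs against genomic distance (log scale), for 6 sets of 4NP libraries; bars are jackknife SE. The excess over all 186 libraries falls from 0.747 at 40 kb to 0.272 at 4 Mb, and crystal violet libraries stay within 2 SE of 0.

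The X chromosome was called less often than autosomes. Over all 4NP libraries the ratio was 0.525 ± 0.0517 (jackknife SE), and its distance from 1 was -9.18 SE. The reference of 1 takes no account of the number of X copies per cell. A ratio below 1 therefore does not show poorer detection of the X. The mean of the ratios of single libraries, the alternative that moved it most, was 0.554. The ratio was 0.498 ± 0.143 with PI, 0.527 ± 0.15 with PI and freezing, 0.472 ± 0.0715 with SYBR Gold and 0.759 ± 0.0673 with crystal violet, each more than 2 SE below 1. In the full collection it was 0.279 ± 0.149, and 0.165 without replicate 5.

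Of the 65983 windows, 63276 (95.9%) were called in at least 1 4NP library, with a median of 9 libraries per window. Among windows called in no water control the share was 93.5%. The 2707 windows never called had a mean of 73.4% undetermined bases, against 0.147% in the rest. The window called most often lay on chromosome 2 at 98480001 to 98520000 (mm9), in 139 of 186 4NP libraries, and overlaps exons of the protein-coding genes Gm10800 and Gm10801. The next lay on chromosome 17 at 39960001 to 40000000, over the pseudogene AY036118, with 104 libraries, and on chromosome 6 at 103560001 to 103600000, over exons of Chl1, with 102. A window on chromosome 11 at 3040001 to 3080000, which overlaps exons of Sfi1, Gm11399 and Gm11400, was called in 98, and a window on chromosome 9 at 3000001 to 3040000, which overlaps 13 annotated genes, in 93.

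Among water controls, the window called most lay on chromosome 2 at 125960001 to 126000000, over exons of Dtwd1 and 4930525F21Rik, in 7 of 11 controls and 50 4NP libraries. The chromosome 17 window at 39960001 to 40000000 followed with 5 controls. A window on chromosome 3 at 119400001 to 119440000, which overlaps an exon of Ptbp2, was called in 4. Windows on chromosome 1 at 22400001 to 22440000, over an exon of Rims1, and at 77080001 to 77120000, with no annotated gene, were called in 3 each.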

Values the study reported

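The study reported 249 multiplex-GAM libraries in the collection it analysed. It stated that 18% of 40 kb windows were detected on average per nuclear profile, and gave 7% for libraries of a single nuclear profile and 20% for libraries of 3 profiles made in silico. The detection efficiency of that collection at 40 kb was given as 89%.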

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

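In this part, the tests of recurrent windows, a library under a second label, carry-over, scattered DNA, low coverage and plate column were chosen only after the result was seen.

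A pair of water controls stood apart. Replicate 4 of the full collection water controls had a coverage of 21.4%, far above the 0.476% of the next of its group, and a neighbour excess of 45.4 percentage points against at most 13.7 in the others. The single unstained water control of the SYBR Gold test was alike but has no group to be compared with. The pair shared 3225 windows, at most 23.3% of the calls of either, where independent calls would give at most about 21.4%. Were windows that recur in empty caps the main source, the pair would share most of its calls, so this argues against them. Windows called in the other 9 water controls could not test this, because 827 of the 861 were called only once. The highest phi of either with any other library analysed here was 0.0861, which argues against any of these libraries entered under a second label. Libraries that passed quality control were not compared. Carry-over from a well of the same plate analysed here would bring most of the donor's calls, but no library of the plate with at least 100 calls shared more than 33.3% of them. Mouse DNA scattered over the genome would leave a neighbour excess near 0, and the lower of the pair was 38.3 percentage points. A window 1 Mb from a call was called more often than the coverage of its chromosome in both controls, by at least 10.1 percentage points, above all of 1000 shuffles within chromosomes. The calls may therefore come from stretches of chromosome such as nuclear profiles hold. Whether a cap with profiles was labelled as a water control, or material came from wells not analysed here, was not tested. No biological explanation was tested.

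The contrast of stained and unstained libraries differed between the crystal violet and SYBR Gold tests. The stained minus unstained difference in coverage was -7.26 percentage points in the first and 1.84 in the second, so that the differences were -9.10 apart (permutation p = 6.0e-05, two-sided, residuals permuted within experiment). For the neighbour excess they were -47.4 apart (permutation p = 7.0e-05). Exchanging the stain labels of the SYBR Gold test, whose titles and protocols disagree, left the coverage differences -5.41 apart (permutation p = 0.00437). This argues against exchanged labels as the whole cause on the percent scale only. On the log10 scale the coverage differences were -1.05 for crystal violet and 0.889 for SYBR Gold, similar in size and opposite in sign. Exchanged labels would give them the same sign. The contrast was not tested on that scale, so exchanged labels stay open. Plate column remains open, because stained and unstained libraries of the SYBR Gold test shared 0 plate columns, as did those of the crystal violet test, so the column and the stain cannot be told apart. The nature of the stain, which the design names, also remains open and untested. Selection remains open as well, because only failed libraries were compared. The unstained groups held 5 and 3 libraries, against 16 and 15 stained, and libraries that passed could change either difference. The same contrast for freezing, with PI and after incubation, showed no detectable difference (permutation p = 0.751 for coverage and 0.556 for neighbour excess).

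Another 3 libraries had a neighbour excess far below the rest of their group. Replicate 1 of 1 µl csc proteinase K had 27.9 percentage points, where the other 6 had 51.2 to 68.4. Replicate 4 of the unstained libraries in the crystal violet test had 11.4, where the others had 60.2 to 75.5. Replicate 8 of eosin in ethanol had 7.73, where the others had 29.2 to 40.6. All 3 of these libraries had the lowest coverage of their group, 5.48%, 1.63% and 1.22%, which may lower the excess. The libraries next in coverage do not bear this out alike. Replicate 6 of 1 µl csc proteinase K had a coverage of 6.20% and the highest excess of its group, 68.4. Replicate 5 of the unstained libraries had 4.13% and 66.7, while replicate 6 of eosin in ethanol had 5.59% and the lowest excess of the rest, 29.2. Low coverage of the library therefore stays open. Why their coverage was low was not tested, and no biological explanation was tested. Gaps of this size were looked for in 16 sets of values (8 groups and 2 measures), and 5 were found in 4 groups. For normally distributed values chance gives about 1 in 20 sets, and the rate for values as skewed as these was not simulated.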

How the results depend on the processing

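Across the alternatives other than leaving out a library, 251 of 263 values were counted as unchanged and 12 as changed. Unchanged values kept the direction and the side of the threshold, or stayed within their spread. Counted with them were the rank differences of frozen after incubation against unfrozen in coverage and in neighbour excess. Both were 0, so they kept the side of the threshold but have no direction. Of the 470 fits with a test that each left out a library, 8 changed sign and the others kept direction and side of the threshold. Another 16 left an arm with 1 library and have no test, and 2 of them changed sign, both without unfrozen replicate 1. The crystal violet differences in coverage and neighbour excess passed under all alternatives run for them. With any 1 library left out, the coverage difference ranged from -8.80 to -5.79 percentage points and the neighbour excess difference from -62.1 to -46.1, with adjusted p at most 0.00268.

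The PI difference in neighbour excess fell from 15.8 to 11.2 percentage points, with an adjusted p of 0.144, when any of the 2 nearest windows on either side counted as a neighbour. It passed under the other alternatives run, and with any 1 library left out it ran from 14.5 to 17.8 with adjusted p from 0.00277 to 0.0354. The cause was not tested.

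Differences that had not passed the threshold changed sign without passing it. On the log10 scale, 3 against 4 µl mdc proteinase K became -0.108 and frozen after incubation against unfrozen became 0.179. With isolated windows removed the first was -0.0420, and leaving out a library took it from -0.832 to 2.17. With the 2 nearest windows, the freezing difference in neighbour excess was 3.62. The SYBR Gold difference in neighbour excess was 0.6 ranks in the rank test, and from -12.7 to 8.26 percentage points with a library left out, the latter without unstained replicate 1. The full collection difference between 4NP and water in coverage ran from -3.26 to 1.01, and in neighbour excess from -6.64 to 2.48, both highest without water control replicate 4. With all 11 water controls, permuted within experiments, the neighbour excess difference was 1.05. The cause was not tested for these. Without 1 of the 2 unfrozen libraries, freezing after incubation has no test: the coverage difference ran from -11.8 to 1.30 and that of neighbour excess from -23.1 to 11.9.

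For crystal violet, linkage at 40 kb was 0.190 ± 0.0236 (jackknife SE) with windows called in at least 1 library, past 2 SE, and -0.394 with at least 3 libraries, whose SE was 0.759. These minimums change which pairs enter. The error of draws of 15 libraries was first taken as the SD over draws, under which crystal violet passed 2 errors. After this was seen it was replaced by the mean jackknife SE, because draws share libraries, and the value of 0.106 no longer passed. The share of windows called in a 4NP library was 93.5% among windows called in no water control and 94.9% with isolated windows removed. The highest phi within an experiment fell from 0.143 to 0.0707 among windows called in no water control. The cause was not tested.

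The filter to windows called in no water control left out 38.3% of windows. It was not run for comparisons with water, where it would use the group compared. Windows called in at most 1 water control, an alternative chosen after seeing the data, as was leaving out libraries from groups of more than 5, changed no call in the 34 results it was run on, but it left 62444 of the 65983 windows and could move little. Draws of 15 libraries gave a value in 15 of 20 draws for the full collection, so no mean is given, and were void for SYBR Gold, which has 15 libraries. No paired analysis was possible because replicate numbers only name libraries and pair none across groups. Plate position could still have served as a block in some comparisons, but no analysis blocked by plate row or column was run. In 3 of the 13 comparisons, all within the full collection, some plate columns held both groups. In the eosin test, libraries of the 2 groups with the same replicate number shared a plate row. The calls give no sequencing depth, so a low coverage cannot be divided into little DNA and few reads.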

Other observations

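In this part, the tests of plate column, coverage on the percent scale, background in empty caps, repeated sequence, human DNA and the calls on the mitochondrial genome and Y chromosome were chosen only after the result was seen.

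The mean coverage of the 186 4NP libraries here was 4.63%. That is lower than the value quoted from the study above. The study's value is worded per nuclear profile, but the study judged it against the number of profiles expected per library. It came from the collection the study analysed, while every library here failed quality control.

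The lower neighbour excess of frozen PI libraries was set against technical explanations. Their mean coverage was lower too, but with log10 coverage in the model the difference was 12.5 percentage points (permutation p = 2.0e-05), and with coverage on the percent scale it was 10.5 (permutation p = 0.0129), which argues against coverage as the whole cause. Among the 32042 windows in the middle of the GC range (percentiles 25 to 75), it was 13.2 (permutation p = 0.00088), which argues against GC content as the whole cause. Plate column cannot be told apart from freezing, since 0 plate columns held both groups. Freezing, which the design names, may explain the difference, and so may the column. With the 2 nearest windows on either side the difference was 11.2 and did not pass.

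For the lower coverage of crystal violet libraries, plate column stays open, with 0 plate columns shared, as does the stain. Coverage also differed between plate columns within the stained group. It averaged 0.423% over the 8 libraries of column 3 and 0.695% over the 8 of column 4 (permutation p = 0.00026, adjusted p = 0.00104 over 4 groups tested). The PI, frozen PI and SYBR Gold groups showed no detectable difference between columns (permutation p = 0.502, 0.845 and 0.508). No explanation of the column difference was tested.

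The 5 windows called in most 4NP libraries were each called in a smaller share of water controls, in 5 of 5 cases. A background also present in empty caps stays open even so, because the windows were picked for their share of 4NP libraries, most water controls had few calls and sequencing depth was not analysed here. In 4 of them both calls among the water controls came from the pair with over 20% coverage. Sequence repeated within the window may explain some of them. The chromosome 9 window had 91.1% of its 25-base words repeated and the chromosome 2 window 5.45%, both above the 95th percentile of 5.38% in 1000 random windows. The median of the 5 was 2.44%, and 8.3% of 10000 random lists of 5 windows had a median as high, so with only 5 windows repeated sequence stays open. Repeats shared with other parts of the genome were not tested, and neither was a biological explanation.

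Among windows called in most water controls, those on chromosomes 2 and 17 were also called in both human DNA controls, 4 calls in all, although these controls had 26 and 35 called windows each. Human DNA may be a source, but the windows were also called in controls with only water, so human DNA cannot be told apart from a background shared by all controls. The windows on chromosomes 1 and 3 had 0 calls in the human DNA controls, but with so few calls in these controls human DNA stays open there too. All 3 were called in both water controls with over 20% coverage.

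Adjacent wells gave no sign of carry-over between neighbouring wells: the mean phi was 0.0113 over 170 adjacent pairs of the same group and 0.0109 over other pairs (one-sided permutation p = 0.337). Carry-over too small to raise this mean stays open.

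The mitochondrial window was called in 131 of 186 4NP libraries and 5 of 11 water controls (two-sided Fisher's exact test p = 0.0984). Within the experiments that had both, it was called in 46.1% of 76 4NP libraries and 45.5% of water controls (permutation p = 0.742). Calls on the Y chromosome covered 0.304% of its windows in those 4NP libraries and 0.343% in the water controls (permutation p = 0.772).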
